A study of Glycine max with 17 samples. Its data were reported in "The Transition from Primary siRNAs to Amplified Secondary siRNAs That Regulate Chalcone Synthase During Development of Glycine max Seed Coats" (2013).

How the data were processed

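Small RNA libraries of the soybean cultivar Williams were sequenced for the study on the Genome Analyzer II or the HiSeq. Adapters were removed from the reads with the sequencer maker's trimming pipeline, and identical trimmed reads were then collapsed and counted. The versions of these tools are not given in the sources used here. Each deposited file holds 1 library as a list of distinct sequences, each with its read count, and no alignment, genome build or annotation entered it. The values as deposited by the authors are raw read counts per distinct sequence, and sequences read once are listed. The sequences in the 17 files were 16 to 39 nt long. Between 0 and 0.268% of the reads of a library contained an unread base, and those reads stayed in the library totals but out of the sequence table.

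Groups and replicate numbers were taken from the labels. There were 10 stages, of which 7 had 2 biological repeats and 3 had 1 library. The total reads of a file, from 9197603 to 31607268, served as its library size. Levels of single sequences were expressed in RPM, scaled to all reads of the file. Distinct sequences of 18 to 25 nt numbered 30471134 over the 17 libraries, and 24107199 of them occurred in 1 library only. The 13374 sequences with at least 10 CPM (the same unit as RPM) in at least 2 libraries were tested.

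Each file gives a sequence on a line with its count and repeats the sequence on a second line. Because of this layout the count column is mixed with lines that hold no count, and the unit was entered as neither a plain count table nor a normalized one. The raw counts could still be read, so that the layout itself did not rule out a count model. Because of the unit entered, the count model planned before the data were examined was not used, and neither edgeR nor DESeq2 was run. In its place, limma 3.58.1 in R 4.3.3 was fitted with an intensity trend to log2(CPM + 1), so that fold changes are on the log2(value + pseudocount) scale and understate the change of low sequences. Scaling used the trimmed mean of M values (TMM), computed from its published description with 0.3 of the log ratios and 0.05 of the mean levels trimmed. The factors ran from 0.167 to 2.45. One layout with 10 stages and no block left 7 residual degrees of freedom, and 6 contrasts of successive replicated stages were tested with Benjamini-Hochberg adjustment at a false discovery rate of 0.05. The design file, the rule for named sequences and most alternatives were fixed before the data were examined. The alternatives added later were pseudocounts of 0.1 and 5 CPM, a block for library series, an exchange of labels between a pair of libraries, separate tests and permutations within library series, a replicate block with all libraries of the last series placed together, and library sizes as the study states them.

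The rule for named sequences took, in each contrast, the 1 sequence up and the 1 sequence down with the largest absolute log2 fold change among those past the threshold, with at least 50 CPM on average over the 4 libraries and with both replicates of one stage above both of the other. It also took the 3 sequences with the highest mean RPM over the 10 stages. No reference of mature miRNAs was used here, and sequences carry no miRNA names.

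The numbers in the labels fall into 3 runs, 28 to 33 (2 libraries), 51 to 56 (5 libraries) and 94 to 105 (10 libraries), called library series here. The study lists the Genome Analyzer II for the 2 libraries numbered 28 to 33 and the HiSeq for the others. All replicate 2 libraries and the 3 single libraries belong to the last run. Whether the replicate numbers pair the samples was checked by correlating, over the 13374 sequences, the replicate 1 minus replicate 2 differences of every pair of the 7 replicated stages. All 21 correlations were above 0.1, from 0.103 to 0.844 with a median of 0.397. The numbers were therefore treated as pairing the samples, and the fit with the replicate number as a block is given beside a result where it changed the call.

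The shares of 21-, 22- and 24-nt reads were taken over all reads of a library. Whole seed and seed coat libraries were compared by the difference in means with a two-sided exact permutation test over all 12376 splits into 6 and 11 libraries, in scipy 1.17.1, adjusted over the family of 3 lengths, of which 21 nt was added to the 22 and 24 nt chosen before the data were examined. Shares of single libraries were given exact (Clopper-Pearson) 95% binomial intervals. PCR reads without molecular identifiers are not independent molecules, so that these intervals cover counting error only. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and the data.table package, version 1.17.8, and figures with matplotlib 3.10.9.

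The fit was tested on simulated data drawn from the levels, library sizes and spread of the 13374 sequences, with 200 of them changed. At the spread seen between the libraries, it recovered 36.5, 30.5, 29.5, 28, 28.5 and 24.5% of the changed sequences in the 6 contrasts in the order of the stages, with 6, 7, 4, 4, 1 and 4 false calls. With the spread at 0.25 of that, it recovered 88.5 to 94.5%. The planted changes were large, with 91 to 115 of the 200 at a log2 change of 6 or 8 in each contrast. At the spread seen between the libraries, 45.2 to 63.9% of these were recovered. Noise was drawn independently for each library, and only the fit without a block was simulated. These rates therefore do not cover differences shared by libraries, nor fits with a block.

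Sequences of chalcone synthase (CHS) genes and a soybean genome were not used here. The planned results on CHS siRNAs per gene, on the CHS1-like and CHS7/8 subgroups and on their size classes were therefore not analysed here, and neither were libraries of tissues other than whole seeds and seed coats. For a hypothesis in the closing part, overlapping 20- to 22-nt sequences of the 50–75 mg library with at least 2 reads were joined into contigs of at least 80 nt by greedy k-mer extension, on both strands and with at most 50 reads counted per sequence. The k-mer lengths were 15, 16 and 17 and the minimum k-mer counts 6, 12 and 30. Contigs were aligned to each other with BLAST+ 2.17.0 at a word size of 7 and an e-value limit of 1e-05.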

Results

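Small RNA populations were sequenced from 10 stages of seed development of the soybean (Glycine max) cultivar Williams, which makes yellow seed coats. In that cultivar siRNAs from a cluster of chalcone synthase (CHS) genes silence other CHS genes in the seed coat. The study followed these siRNAs through seed development, and the analysis here compared the small RNAs of the stages as a whole. The 3 earliest stages were whole seeds collected by age in days after flowering (DAF), at 4 DAF, 12–14 DAF and 22–24 DAF. The 7 later stages were seed coats sorted by the fresh weight of the seed, at 5–6 mg, 10–25 mg, 25–50 mg, 50–75 mg, 75–100 mg, 200–300 mg and 300–400 mg. There were 17 libraries, 6 from whole seed and 11 from seed coats. Seed coats of the 3 weights from 10 to 75 mg had 1 library each, so that no replicate check was possible for them. The study lists another repeat of the 50–75 mg stage, which was not used here. Each of the other stages had 2 biological repeats.

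The libraries differed in depth. Replicates 1 and 2 held 17259074 and 11215767 reads at 4 DAF, 31607268 and 12028483 reads at 12–14 DAF, and 28106807 and 9654737 reads at 22–24 DAF. In seed coats they held 19261613 and 17257720 reads at 5–6 mg, 24482617 and 9197603 reads at 75–100 mg, 19212533 and 14118349 reads at 200–300 mg, and 20623335 and 16509125 reads at 300–400 mg. The single libraries held 11278186 reads at 10–25 mg, 10517940 reads at 25–50 mg and 10554037 reads at 50–75 mg. The share of reads of 18 to 25 nt ranged from 26.97% in the 200–300 mg replicate 2 library to 83.2% in the 12–14 DAF replicate 1 library.

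The size of a small RNA separates classes made by different pathways, and the shares of the 21-, 22- and 24-nt classes were compared between whole seeds and seed coats. Of all reads, 24-nt reads made up 26.4% ± 14.3 (SD, n = 6) in whole seed and 15.4% ± 10.54 (SD, n = 11) in seed coat libraries. The difference of −10.9 percentage points did not pass the threshold (two-sided exact permutation test, p = 0.0958, adjusted p = 0.146 over 3 lengths). It passed without correction when only the 14 libraries of replicated stages were used, at −14.8 points (exact permutation p = 0.0486), and without the 4 DAF replicate 2 library, at −14.3 points (exact permutation p = 0.0417). Reads of 22 nt made up 9.63% ± 3.26 (SD, n = 6) in whole seed and 7.07% ± 2.57 (SD, n = 11) in seed coat libraries. This difference of −2.56 points had an exact permutation p of 0.0971 and an adjusted p of 0.146. With the tissue labels permuted within replicate number, which pairs the samples, its exact permutation p was 0.0451 without correction over the lengths. That block places the single 10–25 mg and 25–50 mg libraries with replicate 1, although their numbers are those of the replicate 2 libraries. With them placed with replicate 2 the exact permutation p was 0.124, and with the labels permuted within library series it was 0.255, so that the blocked call rests on where these libraries are placed. Reads of 21 nt made up 11.4% ± 4.12 (SD, n = 6) and 10.7% ± 5.18 (SD, n = 11), and the difference of −0.703 points had an exact permutation p of 0.777. As a share of the reads of 18 to 25 nt, which removes fragments of other lengths, the 21-nt difference had the opposite sign at 1.79 points (exact permutation p = 0.478). Whole seeds were also the younger and the fresh-frozen samples, so that tissue, age and preservation change together in this comparison.

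The tissue difference was also computed within the library series, the runs of library numbers in the labels. Among the 10 libraries numbered 94 and higher (3 whole seed, 7 seed coat), the differences were −8.15 points for 24 nt, −1.28 points for 22 nt and 0.361 points for 21 nt, with exact permutation p of 0.4, 0.567 and 0.967. Among the 5 libraries numbered 51 to 56 (3 whole seed, 2 seed coat), they were −12.4, −2.74 and 3.55 points, with exact permutation p of 0.4, 0.6 and 0.2, where 0.2 is the smallest p this design allows. The series numbered 28 to 33 held seed coat libraries only.

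By stage, the 24-nt share was 13.3% ± 5.48 (SD, n = 2) at 4 DAF, 41.7% ± 4.36 at 12–14 DAF and 24.2% ± 12.4 at 22–24 DAF. In seed coats with 2 repeats it was 19.6% ± 13.5 at 5–6 mg, 16.6% ± 11.3 at 75–100 mg, 4.74% ± 0.518 at 200–300 mg and 5.23% ± 0.574 at 300–400 mg. The single libraries gave 26.01% (exact 95% interval 25.99 to 26.04) at 10–25 mg, 24.3% (24.31 to 24.36) at 25–50 mg and 26.98% (26.96 to 27.01) at 50–75 mg, where the intervals cover counting error only. Their 22-nt shares were 10.2% (10.15 to 10.19), 8.67% (8.66 to 8.69) and 9.29% (9.28 to 9.31). Their 21-nt shares were 12.3% (12.27 to 12.31), 12.7% (12.66 to 12.70) and 13.95% (13.93 to 13.97). In both repeats of the 200–300 mg and 300–400 mg stages the 24-nt share was below that of every other library. The 21- and 22-nt shares were higher in replicate 1 than in replicate 2 at each of the 7 replicated stages. The 24-nt share was higher in replicate 1 at 6 of these stages and lower at 12–14 DAF.

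**Figure D1:**
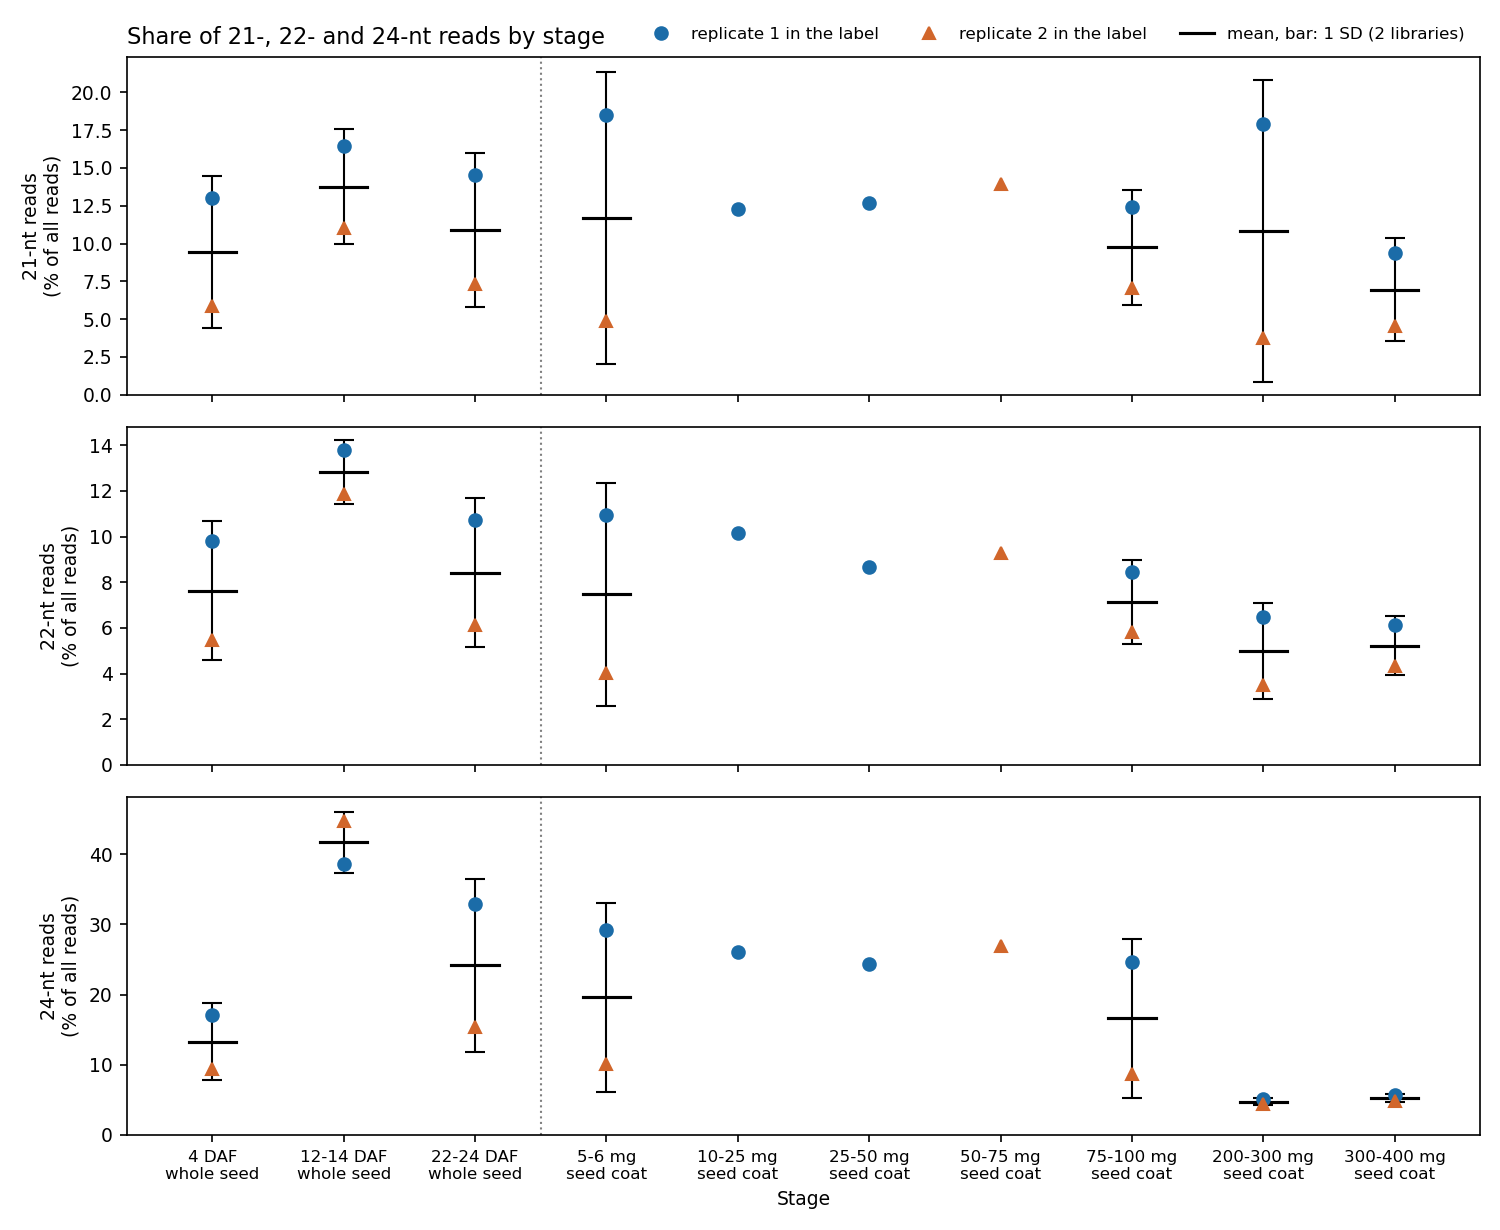
Reads of 21, 22 and 24 nt as a percentage of all reads (y axes) at the 10 stages (x axis), with whole seed left and seed coat right of the dotted line. Each point is 1 library, black lines are means of 2 libraries and bars 1 SD; the 24-nt share was 4.74% at 200–300 mg and 5.23% at 300–400 mg on average, below all other stages.

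Successive replicated stages were compared sequence by sequence to see which small RNAs changed as the seed developed. With limma on log2(CPM + 1), 0 of 13374 sequences passed a false discovery rate of 0.05 in each of the 6 contrasts. At an unadjusted p under 0.05 there were 759 sequences for 12–14 DAF minus 4 DAF, 11 for 22–24 DAF minus 12–14 DAF, 302 for 5–6 mg minus 22–24 DAF, 3573 for 75–100 mg minus 5–6 mg, 164 for 200–300 mg minus 75–100 mg and 34 for 300–400 mg minus 200–300 mg. The smallest adjusted p in limma was 0.0867, in the contrast of 75–100 mg with 5–6 mg seed coats, and between 0.778 and 1 in the others. No other tool was run. The median SD of a sequence between replicates was 1.35 on the log2 scale. Of the alternatives that changed 1 choice, the replicate number as a block moved these counts most. With it limma called 2859 sequences between 75–100 mg and 5–6 mg seed coats (1351 up, 1508 down) and 0 in the other 5 contrasts.

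The count of 2859 rested on both 5–6 mg libraries and on the 75–100 mg replicate 1 library. With the block, 0 sequences were called without 5–6 mg replicate 1, without 5–6 mg replicate 2 or without 75–100 mg replicate 1, and 4039 without 75–100 mg replicate 2. Here a lone library was assumed to vary like the other groups. By the study's list the 75–100 mg replicate 1 library came from the Genome Analyzer II and the other libraries of this contrast from the HiSeq. Instrument and stage therefore change together between the replicate 1 libraries of this contrast. With the library series as the block, limma called 1373 sequences (761 up, 612 down), of which 1017 were also called with the replicate block, all in the same direction. Scaling moved the balance of the blocked calls. With no factor beyond total reads there were 1763 calls (1568 up, 195 down), and with median-ratio (RLE) factors 3319 (1155 up, 2164 down). The median log2 change of all sequences in this contrast was 0.79 with TMM factors and 1.52 with no factor. For 12–14 DAF minus 4 DAF the medians were −0.40 and −1.67, and for 5–6 mg minus 22–24 DAF they were −0.64 and −1.41. Fold changes are therefore relative to a center that depends on the scaling.

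The rule for named sequences chose none without a block. Applied to the fit with the replicate block, which was decided after the calls were seen, it chose 2 sequences in the contrast of 75–100 mg minus 5–6 mg seed coats. The 19-nt sequence GCGCCTGTAGCTCAGTGGA was lower at 75–100 mg, with a log2 fold change of −10.84 (SE 1.70, limma adjusted p = 0.0160 with the block, 0.105 without). It stood at 20.2 and 26.5 RPM in the 75–100 mg libraries and at 11860 and 8842 RPM in the 5–6 mg libraries, and its fold change was −8.73 with no scaling factor. The 20-nt sequence CAAATGAGAACTTTGAAGGC was higher at 75–100 mg, with a log2 fold change of 7.64 (SE 2.33, limma adjusted p = 0.0347 with the block, 0.135 without). Its level was 5198 RPM in replicate 1 and 16.9 RPM in replicate 2 at 75–100 mg, against 0.104 and 0.116 RPM at 5–6 mg. Without the 75–100 mg replicate 1 library its log2 fold change was 2.54, and with the library series as the block it was 2.75 (limma adjusted p = 0.0763). The positions of these sequences in the genome were not analysed here.

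Repeats of a stage differed widely. Across the 13374 sequences, which are not independent replicates, Pearson's r of log2(CPM + 1) between replicates 1 and 2 was 0.220 at 4 DAF, 0.387 at 12–14 DAF, −0.0870 at 22–24 DAF, 0.672 at 5–6 mg, 0.285 at 75–100 mg, 0.383 at 200–300 mg and 0.367 at 300–400 mg. Pairs of libraries from the same library series had a median r of 0.535 (56 pairs, −0.0268 to 0.964), and pairs from other series 0.152 (80 pairs, −0.219 to 0.672).

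**Figure D2:**
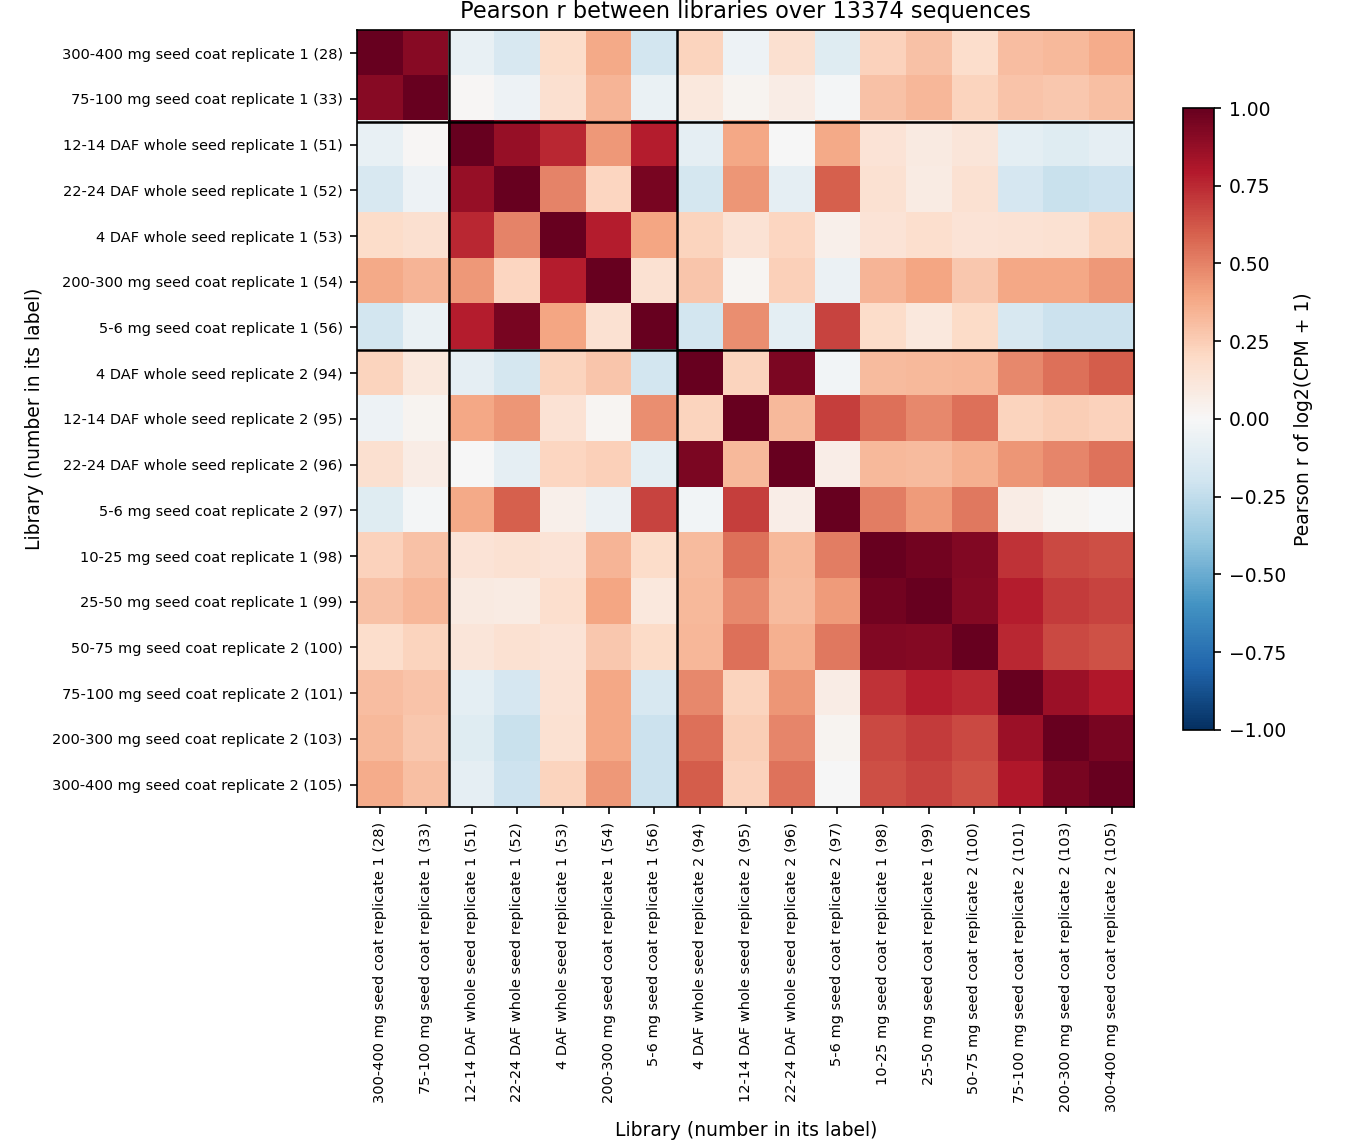
Pearson's r of log2(CPM + 1) over 13374 sequences for each pair of the 17 libraries, ordered on both axes by the number in the label, given in brackets, with black lines between library series. Blocks on the diagonal are redder than the rest; the median r was 0.535 within and 0.152 between series.

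The 3 most abundant sequences of 18 to 25 nt, by mean RPM over the 10 stages, were followed through development. The 21-nt sequence TCGGACCAGGCTTCATTCCCC had a mean of 11259 RPM and ranged from 238 to 44106 RPM between libraries. It stood at 24693 RPM ± 27455 (SD, n = 2) at 12–14 DAF and at 465.9 RPM ± 210 (SD, n = 2) at 300–400 mg. The 22-nt sequence TCTCATTCCATACATCGTCTGA had a mean of 5718 RPM, with 20985 RPM ± 24561 (SD, n = 2) at 12–14 DAF and 138 RPM ± 130 (SD, n = 2) at 300–400 mg. The 21-nt sequence GGAATGGGCTGATTGGGAAGC had a mean of 5016 RPM, with 178 RPM ± 217 (SD, n = 2) at 4 DAF and 22168 RPM ± 30713 (SD, n = 2) at 200–300 mg. Each of the 3 was higher in replicate 1 than in replicate 2 at 7 of 7 replicated stages, and at 5 of these stages the SD exceeded the mean for each of them. The means depended on the replicate used. From replicate 1 libraries alone they were 21044, 11609 and 8361 RPM, and from replicate 2 libraries alone 2201, 865 and 1694 RPM. These 2 sets do not cover the same stages. The single 10–25 mg and 25–50 mg libraries counted as replicate 1 and the single 50–75 mg library as replicate 2. The ranking itself was that of replicate 1. From replicate 2 libraries alone the most abundant sequence was TTTGGATTGAAGGGAGCTCTA at 2978 RPM, and the 3 sequences ranked 2, 22 and 4. This ranking by replicate was made after the values were seen. Ranks 2 and 3 also changed places when levels were taken per reads of 18 to 25 nt, at 7893 RPM for TCTCATTCCATACATCGTCTGA and 8179 RPM for GGAATGGGCTGATTGGGAAGC.

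**Figure D3:**
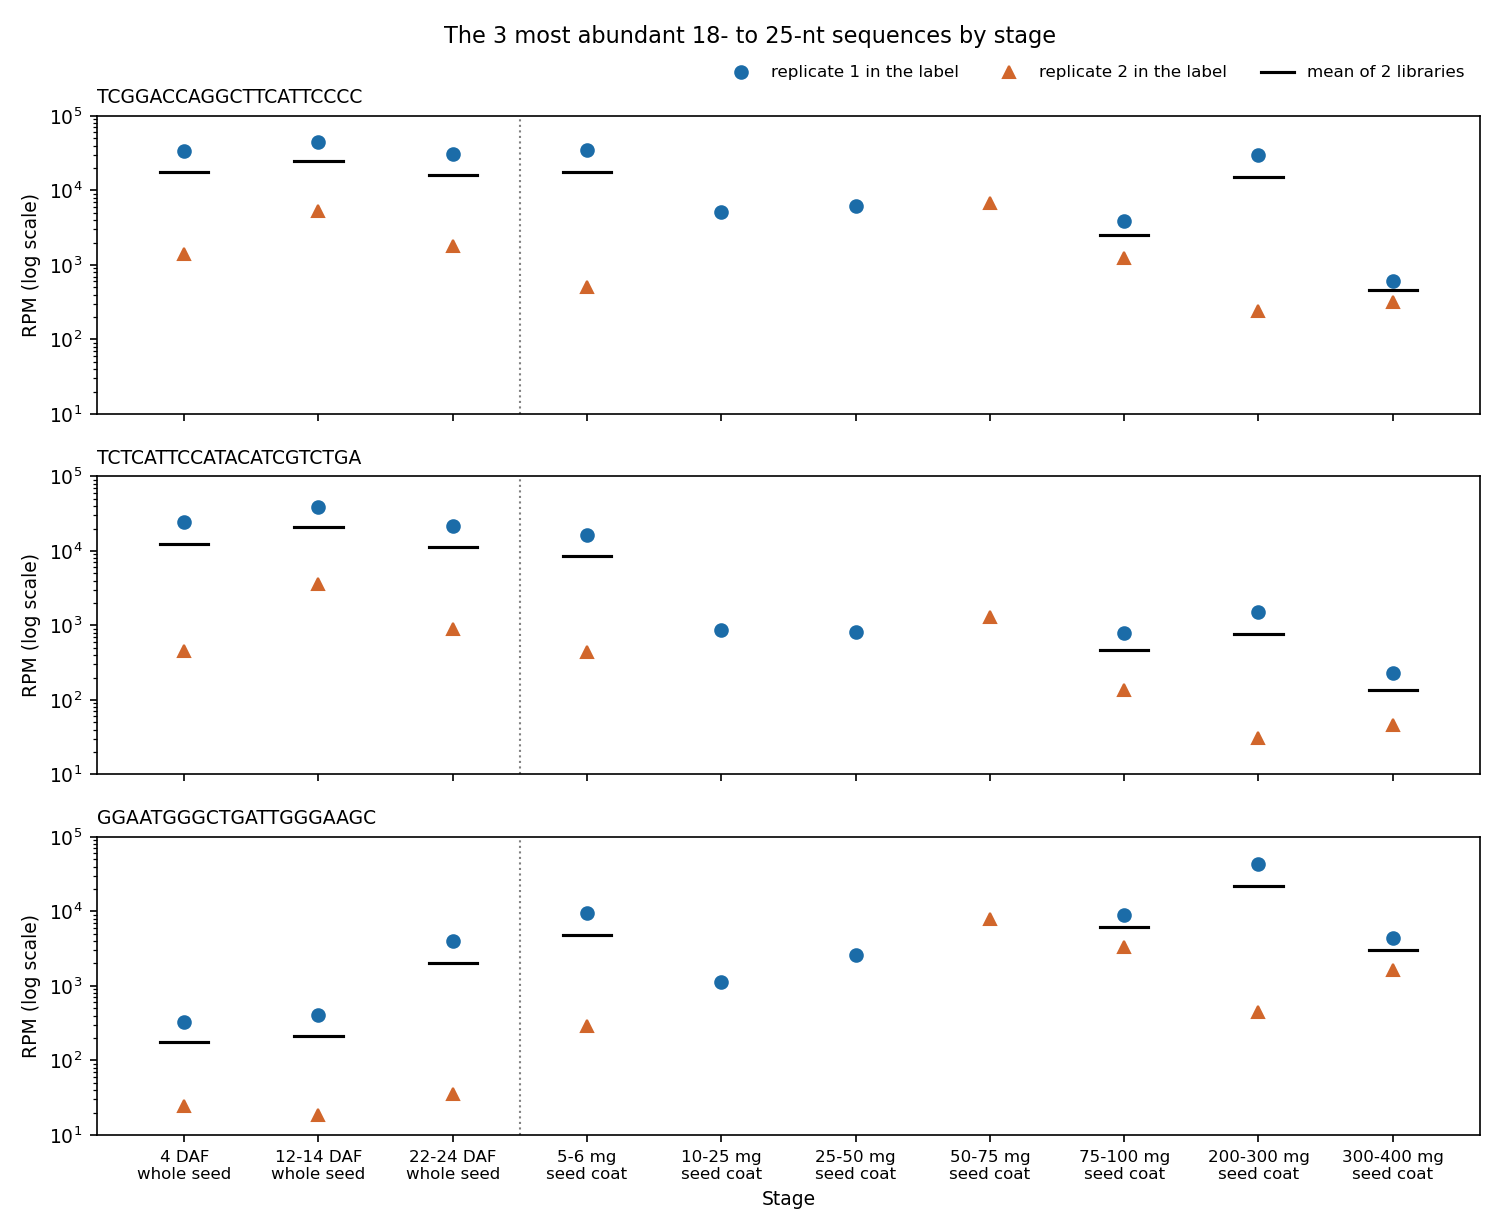
Level in RPM (y axes, log scale) of the 3 most abundant 18- to 25-nt sequences at the 10 stages (x axis); each point is 1 library and black lines are means of 2 libraries. Replicate 1 points lie above replicate 2 points at all 7 replicated stages in each panel.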

Values the study reported

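The study listed 27.0 M reads for the first 4 DAF whole seed library, 31.3 M for the first 200–300 mg seed coat library and 34.0 M for the first 300–400 mg seed coat library. For the 5–6 mg seed coats it listed 17.8 M and 25.3 M reads in the 2 repeats. Levels of CHS siRNAs were below 100 RPM at 4 DAF and highest in 50–75 mg seed coats, with 8600 RPM for CHS7. The study gave a similarity of 82% between the CHS7 and CHS8 genes and the other members of the family.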

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

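All tests of explanations in this part were chosen after the results had been seen. Distances of the highest and the lowest library were examined in 9 measures over the 6 whole seed libraries, and 2 stood out. Chance alone marks about 1 group in 20 if the values are roughly normal. Levels of single sequences, 1 of which stood out, were tested in RPM without a log and spread over orders of magnitude. That rate need not hold for them, and their gaps on the log scale were not tested.

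Only 16.8% of the distinct sequences of the 12–14 DAF replicate 2 library were read once, against 72.5 to 79.0% in the other 5 whole seed libraries, a gap far larger than the spread among those. Removal of sequences read once before deposit is argued against, since 216862 sequences of 18 to 25 nt with a single read are listed in this library. A candidate explanation is that few starting molecules were each copied several times by PCR, which would move the most frequent number of reads per sequence above 1 in all size classes. It was 3 for 21-nt and 4 for 24-nt sequences but 1 for 22-nt sequences, so that the test did not come out as set. Among 22-nt sequences, 20662 were read once, 14465 were read 2 times and 17786 were read 3 times, which leaves a second rise above 1. The median number of reads per sequence was 4 in the 3 classes of this library and 1 in every class of each of the other 16 libraries. Sequences read once through errors of sequencing were not separated from the others, and few starting molecules stay open. No biological explanation was tested, and the other repeat of the same stage, at 72.5%, did not share the pattern.

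The sequence GGAATGGGCTGATTGGGAAGC stood at 4014 RPM in the 22–24 DAF replicate 1 library and at 18.5 to 406 RPM in the other 5 whole seed libraries. The library series may account for part of this. The other whole seed libraries of that series reached 406 RPM, above the level of 312 RPM that lies midway on the log scale between this library and the replicate 2 libraries. The difference that remained, between 406 and 4014 RPM within the series, needs another source. A rise with stage stays open. In 2 of 2 library series with these stages the level rose from 12–14 DAF over 22–24 DAF to 5–6 mg, from 406 over 4014 to 9474 RPM in one and from 18.5 over 35.1 to 293 RPM in the other. The 4 DAF level in the second series, 24.3 RPM, was above that of 12–14 DAF, so that the order with stage is not complete there. Each of these values comes from 1 library, and an exchange of labels, weighed in another part for the 12–14 and 22–24 DAF replicate 2 libraries, would undo the order in the second series.

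Outside the 18- to 25-nt range, which the comparisons did not use, 34-nt reads made up 17.4% of the 5–6 mg replicate 2 library, against 1.33 to 5.67% in the other 16 libraries. The 10 most abundant sequences of this library took 34.5% of its reads and all lay outside 18 to 25 nt. A few sequences taking most of the reads could not account for all of this. Without those 10 sequences the 34-nt share was 7.34%, still above the 1.51 to 5.13% of the other libraries. The share of all reads outside 18 to 25 nt was 69.0% and fell to 52.7% without them, and both values lay inside the range of the other libraries. The other 5–6 mg library had the second highest 34-nt share, 5.67%, but without its own 10 most abundant sequences it was at 1.77%. The excess that remained was thus not shared by the other repeat. Part of what was taken out was shared, since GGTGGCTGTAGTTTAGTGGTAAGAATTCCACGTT and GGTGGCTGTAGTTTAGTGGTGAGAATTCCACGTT, of 34 nt, were among the 10 most abundant sequences of both 5–6 mg libraries. They were also among those of the 22–24 DAF replicate 1 library. Broken-down longer RNA also stays open, since no genome was used here to trace the sequences.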

How the results depend on the processing

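The alternatives added after seeing the data were the pseudocounts of 0.1 and 5 CPM, the library series as a block or as a subset, the replicate block with all libraries of the last series placed together, the exchange of labels, and the library sizes that the study states. For the count of changed sequences, 90 of 102 combinations of contrast and alternative gave 0 calls in limma, as without an alternative. Except for 20 and 5 calls named below and 1 under the larger pseudocount, all that gave calls concerned 75–100 mg minus 5–6 mg seed coats.

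In that contrast limma called 2859 sequences with the replicate block (1351 up, 1508 down), 1373 with the library series as a block, 687 with a pseudocount of 0.1 CPM, 2 with a pseudocount of 5 CPM, 1 with RLE factors, 1 with the filter of at least 2 CPM in at least 2 libraries, and 58 with no filter beyond 10 reads over all libraries. With the labels of the 12–14 and 22–24 DAF replicate 2 libraries exchanged it called 59, and 3501 when the replicate block was added. The block removes differences shared by the replicate numbers, and the median SD of a sequence fell from 1.35 to 1.04 with it. Otherwise the cause was not tested. Within the blocked fit, a pseudocount of 0.1 CPM gave 5175 calls, a pseudocount of 5 CPM 13, the 2 CPM filter 4939 and sequences of 20 to 24 nt alone 2450. Leaving out 1 library without a block gave 0 calls in every contrast, where the lone library was assumed to vary like the other groups. The block changed the call in no other contrast.

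In 5–6 mg minus 22–24 DAF, 20 sequences were called with no filter beyond 10 reads and 1 with a pseudocount of 5 CPM. In 300–400 mg minus 200–300 mg, 5 were called with no filter beyond 10 reads. The cause was not tested. Where 5 or fewer were called, the sequences were named after their values were seen. GGACCTCGTCTATATCTGTTGGACA was the single call with RLE factors (log2 fold change −8.36, limma adjusted p = 0.0478), with the 2 CPM filter and with a pseudocount of 5 CPM in 5–6 mg minus 22–24 DAF, and GCGCTTGTAGCTCAGTGGG was the other call with 5 CPM in 75–100 mg minus 5–6 mg. The 5 calls in 300–400 mg minus 200–300 mg were CGAGAATTTTGACAAAATAGATGGG, GAGAATTTTGACAAAATAGATGGG and GGGGATGTAGCTCAAATTT, which rose, and AGGATGAGGAAAAAGGAACAAA and AAGGATGAGGAAAAAGGAACAAA, which fell.

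GCGCCTGTAGCTCAGTGGA and CAAATGAGAACTTTGAAGGC kept their direction in all 16 and 17 alternatives, from −11.67 to −8.54 and from 2.54 to 12.73. Where no library was left out, limma adjusted p ran from 0.000568 to 0.202 and from 0.0341 to 0.568. The replicate block, the 4 libraries compared taken alone and the exchanges of labels could not change these fold changes. Both sequences had also been chosen from these data for large changes.

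The 24-nt difference between seed coat and whole seed stayed negative in 28 of 28 alternatives. Those that permute labels within blocks change only the p and could not alter the difference. The difference was largest at −21.8 points, with library sizes scaled by the TMM factors (exact permutation p = 0.241). It passed an unadjusted exact permutation p of 0.05 with only replicated stages, at −14.8 points, and ranged from −14.3 to −7.25 points when 1 library was left out, passing only without 4 DAF replicate 2. The 22-nt difference was −2.56 points with an exact permutation p of 0.0451 under the replicate block and −3.43 points with only replicated stages, where it passed as well (exact permutation p = 0.0493). With the single 10–25 mg and 25–50 mg libraries placed with replicate 2 the blocked exact permutation p was 0.124, and within library series 0.255. When 1 library was left out it ranged from −3.39 to −1.72 points, passing without 4 DAF replicate 2 and without 22–24 DAF replicate 2. With other denominators it was −1.42 points per 100 reads of 18 to 25 nt, −0.303 per 100 reads of 20 to 24 nt and −5.22 with library sizes scaled by the TMM factors. None of these passed. It reversed to 0.239 points when distinct sequences were counted instead of reads. The 21-nt difference reversed to 1.79 points per 100 reads of 18 to 25 nt, 4.14 per 100 reads of 20 to 24 nt, 0.607 with distinct sequences, 3.55 within the libraries numbered 51 to 56 and 0.361 within those numbered 94 and higher, and ranged from −1.80 to 0.313 when 1 library was left out, positive only without 12–14 DAF replicate 1. The cause of these changes was not tested. None of the 21-nt values passed the threshold.

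The planned count models (edgeR and DESeq2) and every other way of counting CHS siRNAs set beforehand were not run. The former were left out because of the unit entered and the latter because CHS gene sequences were not used here.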

Other observations

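The tests on exchanged labels, on broken-down RNA and on the loss of the 24-nt peak were chosen after the results had been seen, and so was the definition of the related contigs. The predictions on the library series and on the contigs were set before the values they are judged by.

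Libraries with the same replicate number differed from the other repeat in a shared way. The library series may be the cause. Each of the 21 correlations between the replicate differences of a pair of stages was positive, the lowest at 0.103. Their sign restates the pattern and cannot tell the series from another factor shared by the replicate numbers. Their size differed by series, in a comparison made after the values were seen. It was 0.397 to 0.844 where both replicate 1 libraries came from the same series and 0.103 to 0.364 where they did not. The share of reads with an unread base also separates the series, at 0 to 0.0796%, 0.145 to 0.155% and 0.251 to 0.268% for the numbers 28 to 33, 51 to 56 and 94 and higher. The single 10–25 mg and 25–50 mg libraries carry replicate number 1 but numbers of the last series. On the axis of replicate 1 minus replicate 2 differences, all 3 single libraries had negative correlations, −0.542, −0.536 and −0.607, which is the side of replicate 2. Of the 14 libraries of replicated stages, 13 lay on the side of their own number, and the exception was 300–400 mg replicate 1 at −0.0193. Growth of the plants at different times, which goes with the series, was not tested and stays open. The instrument, which by the study's list differs for the numbers 28 to 33 only, was not tested either.

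The change from 12–14 to 22–24 DAF went opposite ways in the repeats, with r = −0.350 across 13374 sequences, while the 5 other successive changes gave r from −0.0157 to 0.649. More broken-down RNA in the 4 DAF and 22–24 DAF replicate 2 libraries is argued against as the whole cause, since r stayed at −0.260 over 191 abundant 20- to 22-nt sequences. The labels of the 12–14 and 22–24 DAF replicate 2 libraries may be exchanged. The change of replicate 1 correlated with the change from 4 DAF to 5–6 mg in replicate 2 at r = 0.579, and the change of replicate 2 correlated with that of replicate 1 at r = −0.542. In replicate 2 the 4 DAF library was closer to 22–24 DAF (r = 0.940) than to 12–14 DAF (r = 0.223), and the 5–6 mg library was closer to 12–14 DAF (r = 0.694) than to 22–24 DAF (r = 0.0658). In replicate 1 the order followed age, with r = 0.948 between 5–6 mg and 22–24 DAF and 0.751 between 4 DAF and 12–14 DAF. Comparisons between the repeats were split. Against an exchange, 12–14 DAF replicate 1 was closer to 12–14 DAF replicate 2 (r = 0.387) than to 22–24 DAF replicate 2 (r = −0.00716). In favor of it, 22–24 DAF replicate 1 was also closer to 12–14 DAF replicate 2 (r = 0.440) than to 22–24 DAF replicate 2 (r = −0.0870). The 24-nt share does not ask for an exchange, since it was 38.6 and 44.8% in the libraries labelled 12–14 DAF. A real difference between the repeats in growth stays open, and the labels were used as given.

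The excess of 24-nt reads over neighboring lengths was lost among reads in seed coats of 200 mg and more in both repeats. The 24-nt share exceeded the mean of its neighbors by −0.00796 to 0.518 points in these 4 libraries and by 2.90 to 41.3 points in the other 13 (exact permutation test of this excess, p = 0.000840, the smallest for this split, with the stages chosen after the values were seen; p = 0.0444 within the libraries numbered 94 and higher). Among distinct sequences the excess was lower in these libraries but not lost, at 2.61 to 7.19 points against 12.57 to 54.95 points in the others. Dilution of all small RNAs by fragments of many lengths is argued against, since the ratio of the 24-nt to the 21-nt peak was at most 0.547 in these libraries and 1.68 to 5.45 in the others. Library series is argued against as well, since in 3 of 3 series the late ratio lay below every earlier one. A lower production of 24-nt siRNAs late in seed coat development is a hypothesis that these data leave open, beside age and drying of the tissue, which were not tested apart.

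CHS genes may be among the sources of the 20- to 22-nt sequences in 50–75 mg seed coats. In the first of 9 settings tried, 1 of 108 contigs, of 572 nt, carried the 17-residue active-site pattern of chalcone and stilbene synthases when translated in 6 frames, as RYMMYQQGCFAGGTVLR, in a frame of 190 codons without a stop. None of 10800 shuffled contigs carried it. The pattern was found in 8 of the 9 settings and not with k-mers of 17 and a minimum count of 30. The pattern marks a family of enzymes and does not tell a CHS gene from its relatives. In the first setting 2 other contigs aligned to this contig over at least 80 nt, with 80.6% identical bases over 216 aligned positions, but neither of them carried the pattern. The prediction had been set for 2 families with the pattern and so was not met as written, and related contigs took the place of the second family after this was seen. They may stand for the subgroup of origin and the contig for the target subgroup, which these data cannot settle. Sequences of 18 to 25 nt that matched the aligned parts of the contig, relative to those that matched the related contigs, had a log2 ratio of −0.96 ± 1.24 (SD, n = 6) in whole seed and 2.17 ± 1.18 (SD, n = 11) in seed coat libraries. The difference of 3.13 had an exact permutation p of 0.000323, and it was 2.73 within the libraries numbered 94 and higher (exact permutation p = 0.0167, the smallest that design allows) and 2.54 within those numbered 51 to 56 (exact permutation p = 0.2, also the smallest). The difference was not a step between tissues. By stage the mean ratio rose within both, from −2.26 at 4 DAF to 0.11 at 22–24 DAF and from 0.30 at 5–6 mg to 2.83 at 300–400 mg, and the lowest seed coat library, at 0.11, lay below the highest whole seed library, at 0.33. Age changes with tissue here and was not tested apart. The second setting with related contigs gave 3.32, and the other 7 gave no related contig of that length. The share of 22-nt reads was higher for the related contigs than for the aligned parts of the contig in 17 of 17 libraries, by 27.3 points on average. Reads that matched the whole contig rose from 18.5 RPM ± 7.26 (SD, n = 2) at 4 DAF to 6346 RPM in the 50–75 mg library and stood at 375 RPM ± 40.1 (SD, n = 2) at 300–400 mg. The contigs were built from the 50–75 mg library, which favors sequences abundant there, and a genome would be needed to name their genes.

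The first 4 DAF library held 17259074 reads here. That is lower than the value quoted from the study above. The first 200–300 mg library held 19212533 reads here. That is lower than the value quoted from the study above. The first 300–400 mg library held 20623335 reads here. That too is lower than the value quoted from the study above. The first 5–6 mg library held 19261613 reads here. That is higher than the value quoted from the study above. The other 5–6 mg library held 17257720 reads here. That is lower than the value quoted from the study above. Every library not named here also held fewer reads than the study lists for it. Why these totals differ, and whether the 5–6 mg repeats carry the same numbers in the study, was not tested.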
